A study of Mus musculus with 9 samples. Its data were reported in "Perivascular tenascin C triggers sequential activation of macrophages and endothelial cells to generate a pro-metastatic vascular niche in the lungs" (2022).

How the data were processed

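Lung endothelial cells (ECs) were profiled on Affymetrix GeneChip mouse genome arrays, which measure the 3-prime part of transcripts with sets of short probes. Per the labels, ECs came from whole lungs of NSG mice, an immunodeficient strain, by fluorescence-activated sorting with CD31 as the positive marker and a panel of negative markers. The study's methods name those negative markers as CD45, CD11b, EpCAM, CD140a/b and the GFP of the cancer cells. RNA was amplified and labelled with a 3-prime in vitro transcription kit.

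The values deposited by the authors are normalized expression values on a log2 scale, with 1 column per array and no pooling of replicates. Per the study's methods, the authors normalized the raw array files by robust multiarray averaging (RMA) in the program Chipster, which corrects the background, equalises the distributions of all arrays and summarises the probes of each probe set. The table does not state its log base, and log2 was taken because RMA returns log2 values. The sorted values of the 9 columns were nearly identical, with medians of 8.32 to 8.33 and a highest value of 14.84 in each. Each column held only 5915 to 6729 distinct values over 45101 probe sets, so values were tied or rounded at some step that the sources used here do not describe. Because RMA equalises the arrays, a change of total RNA per cell cannot be seen in these values. Probe sets near the floor of the scale also understate changes.

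Probe sets were named through a table that pairs them with gene symbols of the platform annotation. The 64 control probe sets were left out. Of the rest, 34945 probe sets had 1 gene symbol, 932 had several and 9160 were not named here, and the latter 2 kinds entered no gene table. The gene IDs of 34741 probe sets were found in a RefSeq gene table of the mouse assembly GRCm38.p6, which was used only for names. A gene with several probe sets (9010 of 18193 genes) was represented by the probe set with the highest mean over the 9 arrays. No filter on dim genes was applied.

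Arrays were assigned to 3 groups of 3 from their labels: healthy lungs with control IgG, metastatic lungs with control IgG, and metastatic lungs with the antibody DC101. All 3 pairs of groups were compared. The main design, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. Each comparison used only its own 6 arrays, after the two-group comparisons with an empirical Bayes test that the study's methods describe. A linear model was fitted per gene with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, and p-values were adjusted over the 18193 genes by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05. Standard errors given with a gene's log2 change are the moderated ones of limma, and SDs are over the 3 arrays of a group. The count at the cutoffs that the study gave for the genes of GSP58 (log2 change over 0.75, p under 0.05 and adjusted p under 0.25) was also taken, here in both directions.

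The 31 gene lists were of 4 kinds. The first kind came from the study: the secreted-protein signature GSP58, its proliferation and inflammation signatures, the 4 niche factors it followed up and its 3 VEGF target genes. GSP58 and both signatures were selected by the study on arrays of week 3 of its time course in the same model, and the sources used here do not say whether any of these are among the arrays analysed here. The second kind held pathway lists: tip cell and sprouting, DNA replication, mitosis, interferon response, NF-kB and endothelial activation, MHC class I and MHC class II presentation, basement membrane and matrix, hypoxia and glycolysis, Notch signalling, p53 targets and apoptosis, cholesterol synthesis, and immediate early and dissociation stress. The third kind held endothelial markers (pan-endothelial, aerocyte capillary, general capillary, arterial, venous and lymphatic). The last kind held markers of other cells that the sort could hold (macrophage and monocyte, neutrophil, lymphocyte, erythrocyte and platelet, lung epithelial, fibroblast and mural, and mesothelial). GSP58 shares 4 genes with these last lists (C1qa, C1qb, S100a8 and S100a9).

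The 30 lists with at least 3 measured members were tested with camera of limma, which asks whether the genes of a list moved differently from all other genes, at its preset inter-gene correlation of 0.01, and p-values were adjusted over the 30 lists. The same test with a correlation estimated from the 6 arrays, the test fry of limma, which asks whether the genes of a list move on balance in 1 direction, and an exact permutation test of the mean z-score per array were run beside it. With 3 arrays against 3 the exact two-sided p cannot go below 0.1. List means are given with the standard error over their genes, which are not independent replicates. The proliferation signature was also compared with GSP58 directly. The share of the metastasis shift left under DC101 is the ratio of a list's mean change under DC101 to that under IgG, each against healthy lungs, and was taken where the latter was at least 0.25.

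The genes named in the text follow a rule. Kdr, the niche factors and the VEGF target genes are given in every comparison. In addition the 10 called genes with the largest increase and the 10 with the largest decrease are given, among those whose 2 groups do not overlap. Where fewer were called, the 5 genes of lowest p in that direction are given as values that did not pass. Of each list, up to 4 called members with the largest change are given, or the 2 of lowest p where none was called. Exceptions are genes without a proper name (predicted genes, clone and accession symbols), which were counted but not named. In the closing section, lists and genes beyond this rule are marked as chosen after the values were seen.

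The procedure was tested on independent simulated genes with the spread of the real arrays, 200 of 18193 changed. For metastatic against healthy lungs it recovered 10.4%, 91% and 100% of genes changed by 0.5, 1 and 2 on the log2 scale. For DC101 against IgG the shares were 13.4%, 85.1% and 98.5%, and for DC101 against healthy lungs 7.46%, 85.1% and 100%. Of 17993 unchanged genes, 6, 11 and 11 were called. A list lowered by 0.3 was called in each comparison, and 0 of 21 unchanged lists were. Lists of correlated genes were not tested.

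Alternatives were: all 9 arrays in 1 fit, the replicate number as a block, the mean of a gene's probe sets, every probe set on its own, leaving out probe sets of types that can cross-hybridise, only bright genes (at or above the median), a second quantile normalization, centring each array on its median, a variance trend with robust estimation, array weights, no moderation of the variances, other thresholds, and leaving out each array in turn. Overlaps and correlations between comparisons that share arrays were set beside 100 simulations of unchanged groups. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 from tables made with pandas 2.3.3.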

Results

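Gene expression was measured in endothelial cells (ECs) sorted from whole mouse lungs, in 3 groups of 3 arrays. Healthy lungs came from mice given control IgG, and metastatic lungs came from mice given either control IgG or DC101, a rat antibody that blocks the VEGF receptor VEGFR2. Metastases had grown for 3 weeks from MDA-MB-231-LM2 cells, a lung-metastatic derivative of a human breast cancer cell line, and mice received the antibodies in the last days before harvest. The labels call the arrays of a group biological replicates without saying whether each is a separate mouse, so p-values measure only the spread between these samples. The number of arrays limits the precision of each value below. Values are on the log2 scale of the deposited table.

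Arrays of a group correlated with r of 0.988 to 0.991 in healthy lungs, 0.988 to 0.989 in metastatic lungs with IgG and 0.983 to 0.987 in metastatic lungs with DC101, over all 18193 genes. The median SD of a gene was 0.135, 0.139 and 0.171 in these groups. The first principal component held 40.1% of the variance and set the healthy arrays (scores from -35.2 to -28.1) apart from the metastatic ones (8.69 to 23.5). DC101 replicate 3 lay apart on the next component (13.4% of the variance, score -32.7) and DC101 replicate 1 on the one after it (10.2%, score -28.8). Healthy replicate 3 lay apart on another (8.53%, score -24.6). The difference between 3-prime and 5-prime probe sets of the Gapdh control, a measure of RNA quality, was 0.74, 0.77 and 0.69 in the healthy arrays, 0.56, 0.47 and 0.57 with IgG in metastatic lungs and 0.49, 0.60 and 0.35 with DC101. The Actb control ran from -0.11 to 0.14 and did not separate the groups.

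The first comparison asked how ECs of metastatic lungs differ from those of healthy lungs under control IgG. Genes of the interferon response and of basement membranes rose in metastatic lungs, and genes for the 4 niche factors followed up by the study rose with them. Cell division genes rose too, by tests of their lists that did not pass with an estimated correlation (adjusted p of 0.0805 to 0.0878). Mycn, a transcription factor of the MYC family, had the largest increase among genes whose groups did not overlap, from 7.47 ± 0.10 to 11.75 ± 0.24 (SD, n = 3 per group), a 19.4-fold change. Mki67, a marker of cycling cells, rose 13.6-fold and Rsad2, the antiviral enzyme viperin, rose 11.8-fold. Kdr, which encodes VEGFR2, stood at 13.76 ± 0.05 in metastatic and 13.80 ± 0.06 in healthy lungs (SD, n = 3 per group) and did not pass the test (adjusted p = 0.84).

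By limma with Benjamini-Hochberg adjustment, 1188 of 18193 genes were called, 715 higher and 473 lower in metastatic lungs. Their median absolute log2 change was 0.81, and 417 changed by more than 1. At the cutoffs of the study's GSP58, taken in both directions, 877 genes passed, 604 higher and 273 lower. The arrays of the 2 groups did not overlap for 5023 genes (27.6%), where chance gives 10%. Every called gene was among these. Leaving out 1 array lowered the count to 556, 759 and 739 without healthy replicate 1, 2 and 3, and to 737, 736 and 630 without metastatic IgG replicate 1, 2 and 3. Of the 1188 genes, 438 were called in all 6 fits, and non-overlap fixed directions. Of the called genes, 34 had no proper gene name and are not named here.

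The other genes with the largest increases were Akr1b8, an aldo-keto reductase (log2 change 3.88, SE 0.50), Nusap1, a spindle protein (3.78, SE 0.18), Ifi202b, an interferon-inducible gene (3.72, SE 0.17), Cenpf, a kinetochore protein (3.67, SE 0.39), Cep55, which acts in cytokinesis (3.56, SE 0.49), Top2a, a DNA topoisomerase (3.52, SE 0.30) and Ildr2, a membrane protein of the immunoglobulin family (3.48, SE 0.16). Adjusted p-values of these genes lay between 0.000215 and 0.00884. Top2a had a change of 0.55 (adjusted p = 0.259, the highest over its alternatives) when probe sets of types that can cross-hybridise were left out (given below as without cross-hybridising types) and another probe set stood for the gene. The largest decreases were those of Ppp2r2c, a regulatory subunit of the phosphatase PP2A (-2.79, SE 0.37), Actc1, cardiac alpha-actin (-2.36, SE 0.27), Gsn, the actin-severing protein gelsolin (-2.16, SE 0.16), Cldn18, a tight junction protein of lung epithelium (-1.70, SE 0.30), Sftpa1, surfactant protein A (-1.70, SE 0.12), Scara5, a scavenger receptor (-1.69, SE 0.32), and Dpysl5, a protein of the dihydropyrimidinase family (-1.64, SE 0.10). The platelet chemokine genes Ppbp (-1.65, SE 0.17) and Pf4 (-1.59, SE 0.19) and Tubb1, the beta-tubulin of platelets (-1.52, SE 0.25), followed. Adjusted p-values of the 10 genes with the largest decreases lay between 5e-04 and 0.0254.

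With 1 array left out, Cldn18 was lost in 3 of 6 fits and Scara5 and Tubb1 in 4 (adjusted p from 0.0538 to 0.0792). Sftpa1 had a change of -0.81 (adjusted p = 0.105, the highest over its alternatives) without cross-hybridising types. Without variance moderation Cldn18 (0.126), Scara5 (0.144), Tubb1 (0.115), Akr1b8 (0.0865), Cenpf (0.0618), Cep55 (0.0938), Ppp2r2c (0.0879), Actc1 (0.0689), Ppbp (0.0543) and Pf4 (0.0654) were not called, each the highest adjusted p over the gene's alternatives.

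All 4 niche factors, which the study chose from highly induced, VEGF-independent genes of GSP58, rose. Scgb3a1, a secretoglobin, rose 5.25-fold (log2 change 2.39, SE 0.28, adjusted p = 0.00469), Lama1, a laminin alpha chain, 4.3-fold (2.11, SE 0.19, adjusted p = 0.00197), Inhbb, the beta subunit of activin B, 3.29-fold (1.72, SE 0.15, adjusted p = 0.00144) and Tnfrsf11b, the decoy receptor osteoprotegerin, 2.76-fold (1.46, SE 0.31, adjusted p = 0.0386). The same 4 genes passed when p-values were adjusted over the list alone. Tnfrsf11b lost its call without healthy replicate 1 (adjusted p = 0.0768), 2 (0.0679) or 3 (0.0603) and without metastatic IgG replicate 2 (0.109) or 3 (0.113), and reached 0.23 with all 9 arrays in 1 fit, and Scgb3a1 lost it without variance moderation (0.0689). Of the VEGF target genes, Mest, an imprinted gene of the hydrolase family, rose from 11.33 ± 0.05 to 12.15 ± 0.06 (SD, n = 3 per group, adjusted p = 0.00327). Nid2, the basement membrane protein nidogen 2, had a change of 0.84 (SE 0.24, adjusted p = 0.0932) that did not pass over all genes, while 2 of 2 measured VEGF targets passed when adjusted over the list alone. The niche factor list was called by camera (adjusted p = 9.22e-07, and 0.0426 with an estimated correlation).

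GSP58, the secreted-protein signature, had a mean log2 change of 1.34 (SE over genes 0.10). Of its 53 measured genes, 38 rose and 0 fell, and 46 rose when adjusted over the list alone. Prrg3, a transmembrane protein with a Gla domain, rose by 2.86, Cxcl10, an interferon-induced chemokine, by 2.57, Olr1, the receptor for oxidised LDL, by 2.42 and Scgb3a1 by 2.39. The list was called by camera (adjusted p = 5.56e-36, and 0.014 with an estimated correlation). GSP58, its niche factors and both signatures were chosen by the study on week 3 arrays of its time course, so their direction here was the one they were chosen for. In the inflammation signature (mean 0.47, SE 0.08) 17 of 66 genes rose, and 24 rose and 1 fell when adjusted over the list alone. Besides Cxcl10 and Olr1, its largest increases were those of Myc, a growth-related transcription factor (2.05), and Irf7, a regulator of interferon genes (1.95). Its adjusted p was 2.78e-10, and 0.0426 with an estimated correlation.

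**Figure D1:**
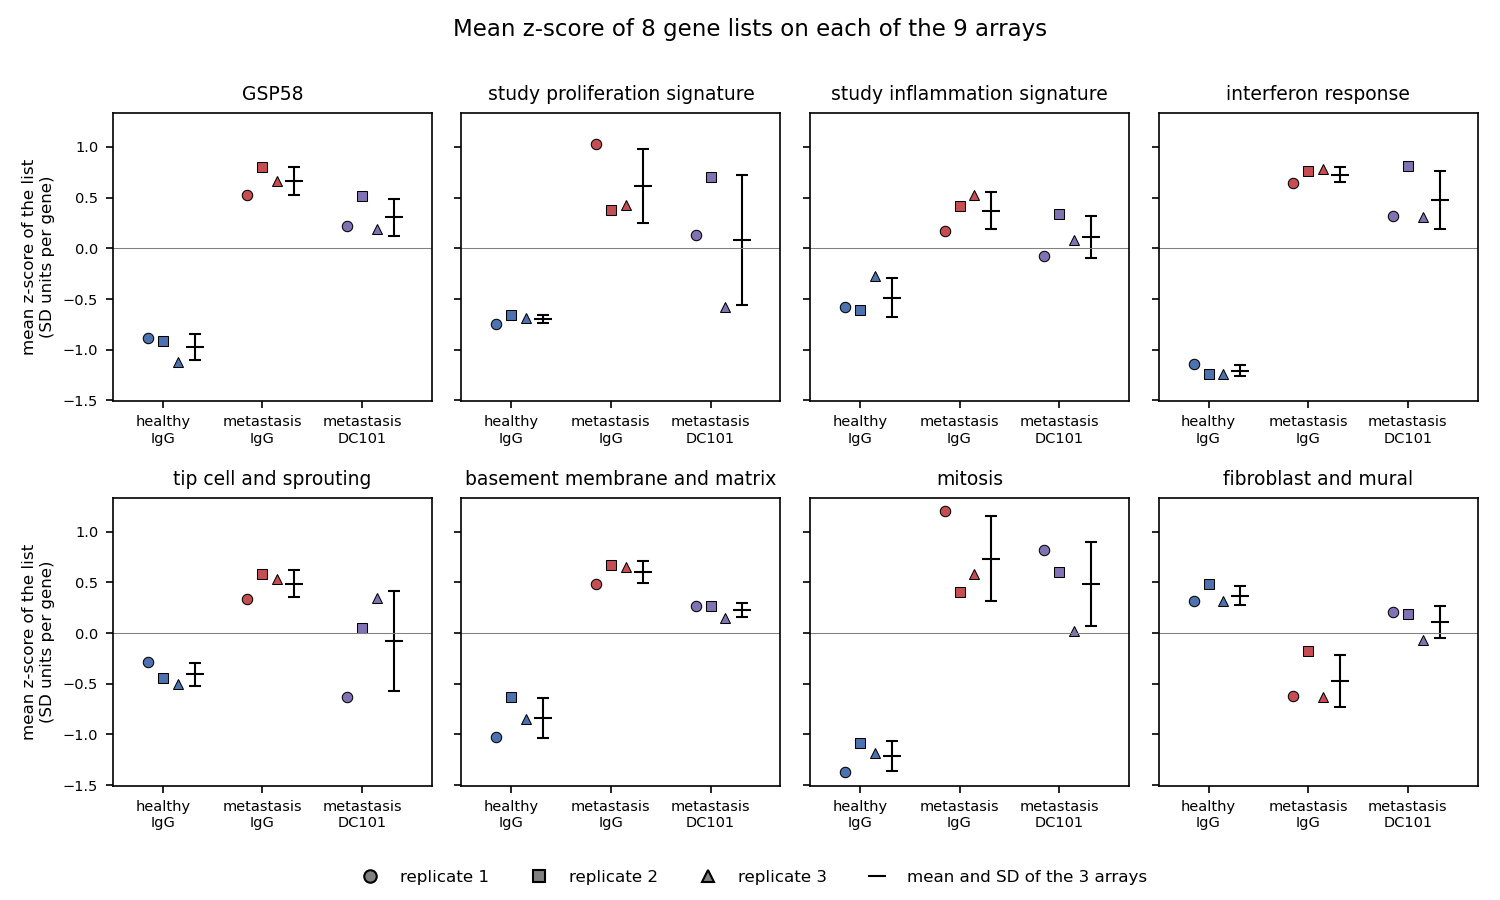
Mean z-score per array (vertical axis, in SDs of each gene over the 9 arrays) of 8 gene lists in healthy lungs with IgG and metastatic lungs with IgG or DC101, with points for single arrays and bars for the mean and SD of 3 arrays.

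In the proliferation signature (mean 0.82, SE 0.08) 53 of 130 genes rose, and 75 rose when adjusted over the list alone. Birc5, the mitotic protein survivin, rose by 3.26, Rrm2, a subunit of ribonucleotide reductase, by 3.13, and Bub1, a spindle checkpoint kinase, and Cdca8, the chromosomal passenger protein borealin, by 3.03 each. Camera gave it an adjusted p of 6.47e-29, and 0.0805 with an estimated correlation. Of the mitosis list (mean 2.50, SE 0.15) 25 of 27 genes rose, led by Nusap1, Mki67, Cenpf and Top2a, and 26 rose over the list alone (adjusted p = 5.09e-33, and adjusted p = 0.087 with an estimated correlation). Of the DNA replication list (mean 1.07, SE 0.15) 17 of 25 genes rose, and 23 rose and 1 fell when adjusted over the list alone. Uhrf1, which maintains DNA methylation, rose by 2.53, Cdc6, a licensing factor, by 1.96, and Mcm10, a replication initiation factor, by 1.66. By camera the adjusted p was 3.12e-19, and 0.0878 with an estimated correlation. These pathway lists share members with the proliferation signature, which also holds 23 proteasome genes. The 3-prime to 5-prime difference of the Gapdh control was lower in each metastatic IgG array than in each healthy array, alongside all lists of this comparison.

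Of the interferon response list (mean 1.35, SE 0.18) 24 of 29 genes rose, and 28 rose when adjusted over the list alone (adjusted p = 9.95e-34, and 0.014 with an estimated correlation). After Rsad2, Mx1, an antiviral GTPase, rose by 3.02 and Ifit2, an interferon-induced RNA-binding protein, by 2.78. In the MHC class I list (mean 0.29, SE 0.11) 1 of 12 genes was called, Nlrc5, the transactivator of class I genes (1.31), and 3 were called over the list alone. The list had an adjusted p of 0.000258, and adjusted p = 0.0507 with an estimated correlation. In the MHC class II list (mean 0.61, SE 0.18) 1 of 6 genes was called, the class II chain H2-Ab1 (1.36), and 2 over the list alone. Its camera test gave an adjusted p of 0.00528, and adjusted p = 0.268 with an estimated correlation. The class II call was lost by fry (adjusted p = 0.0909), without metastatic IgG replicate 2 (mean 0.43, 0.0601) and without cross-hybridising types (mean 0.23, 0.563). In the NF-kB and endothelial activation list (mean 0.28, SE 0.10) 4 of 23 genes rose and 2 fell, and 7 rose and 2 fell when adjusted over the list alone. Selp, the adhesion receptor P-selectin, rose by 1.06, Bcl3, a nuclear IkB protein, by 0.92 and Cxcl1, a neutrophil-attracting chemokine, by 0.88, while Cx3cl1, the membrane chemokine fractalkine, fell by 0.94. Camera yielded an adjusted p of 0.00259, and adjusted p = 0.146 with an estimated correlation.

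Of the basement membrane and matrix list (mean 0.89, SE 0.17) 13 of 24 genes rose, and 18 rose and 1 fell when adjusted over the list alone. Lamb1, a laminin beta chain, rose 5.33-fold, Col15a1, a collagen of the basement membrane zone, 4.86-fold and Tnc, the matrix protein tenascin C, 4.71-fold. Its adjusted p was 2.22e-13, and 0.0426 with an estimated correlation. Of the tip cell and sprouting list (mean 0.62, SE 0.17) 10 of 23 genes rose, and 14 rose and 1 fell over the list alone (adjusted p = 6.46e-08, and 0.0379 with an estimated correlation). Besides Lamb1, its largest increases were those of Trp53i11, a p53-inducible gene (2.33), Rgcc, a regulator of the cell cycle (1.73), and Adm, the vasoactive peptide adrenomedullin (1.63). In the hypoxia and glycolysis list (mean 0.45, SE 0.15) 6 of 18 genes rose and 1 fell, and 10 rose and 1 fell over the list alone (adjusted p = 7.47e-07, and 0.0379 with an estimated correlation). Ankrd37, a HIF target, rose by 2.30, Ndrg1, a stress-responsive gene, by 1.22 and Pkm, pyruvate kinase, by 0.86, while Hilpda, a lipid droplet protein, fell by 0.95.

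Notch signalling genes (mean -0.28, SE 0.07) were lower. Lfng, a glycosyltransferase that modifies Notch, fell by 0.81 and Hes1, a Notch target, by 0.64, and 5 of 13 genes fell when adjusted over the list alone. The adjusted p of the list was 0.000751, and adjusted p = 0.0805 with an estimated correlation. Immediate early and dissociation stress genes (mean -0.20, SE 0.07) were lower, with 4 of 19 called and 8 over the list alone. Ier2 fell by 0.93, Jund by 0.47, Egr1 by 0.43 and Klf4 by 0.38, all transcriptional regulators. The adjusted p of this list was 0.00162, and adjusted p = 0.229 with an estimated correlation. The p53 and apoptosis list (mean -0.04, adjusted p = 0.3) was not called. In it Eda2r, a TNF receptor family member (0.98), and Aen, a nuclease (0.63), rose, and Bbc3, the BH3-only protein PUMA, fell by 0.89 and the death receptor Fas by 0.66, the same 4 of 13 genes as over the list alone. The cholesterol synthesis list (mean 0.10, adjusted p = 0.0899) was not called, and Stard4, a sterol carrier, was its 1 called gene of 14 (0.36), over the list alone as well. It passed without metastatic IgG replicate 1 (adjusted p = 0.0444) or 2 (0.0253), with values up to 0.623 over its alternatives.

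Among endothelial markers, the lymphatic list had the largest shift (mean 0.97, SE 0.22). Of its 12 genes 7 rose, and 9 over the list alone, among them Prox1, the transcription factor of lymphatic identity (2.31), Mmrn1, a multimerin (1.84), Reln, the secreted protein reelin (1.63), and Ptx3, a pentraxin (1.49). Camera gave it an adjusted p of 9.82e-08, and adjusted p = 0.0878 with an estimated correlation. In the venous list (mean 0.26, SE 0.19) 4 of 13 genes rose and 2 fell, and 6 rose and 2 fell over the list alone. Ackr1, the chemokine receptor of venules, rose by 1.71 and Nr2f2, a regulator of vein identity, by 0.66, while Amigo2, an adhesion protein, fell by 0.92. The venous call (adjusted p = 0.0343, and adjusted p = 0.234 with an estimated correlation, the highest over its alternatives) was lost without healthy replicate 3 (0.0529) or metastatic IgG replicate 2 (0.0515) or 3 (0.126), with the mean of all probe sets (0.213), without cross-hybridising types (mean 0.17, 0.0743) and with bright genes only (0.0664). Aerocyte capillary genes were lower (mean -0.25, SE 0.13), with Rprml (-1.04), Nckap5 (-0.67) and the endothelin receptor Ednrb (-0.63) called lower and the apelin gene Apln, also a tip cell gene, called higher (1.07), and 1 higher and 7 lower of 14 over the list alone. General capillary genes were lower (mean -0.26, SE 0.09), with Hilpda and the Wnt inhibitor Wif1 (-0.88) called, and 6 of 14 over the list alone. Both capillary lists had an adjusted p of 0.00306, which became adjusted p = 0.329 for the aerocyte and adjusted p = 0.0805 for the general list with an estimated correlation.

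The arterial list (mean -0.09, adjusted p = 0.317) and the pan-endothelial list (mean -0.05, adjusted p = 0.317, but 0.00883 by fry) were not called. Of the arterial genes, Fbln5, an elastic fibre protein, rose by 0.77, and Stmn2 fell by 0.79, the matrix protein gene Ltbp4 by 0.59 and the tyrosine kinase gene Bmx by 0.53. Over the list alone 2 arterial genes were higher and 4 lower. Emcn, the sialomucin endomucin, was the 1 pan-endothelial gene called (0.53), and 2 were higher and 3 lower over the list alone.

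Markers of other cell types also moved. Erythrocyte and platelet genes were lower (mean -0.66, SE 0.20), with 4 of 10 called and 7 over the list alone (adjusted p = 3.21e-05, and 0.0426 with an estimated correlation). Besides Ppbp and Pf4, the platelet receptor gene Treml1 fell by 1.24 and the erythrocyte anion exchanger gene Slc4a1 by 0.56. Lung epithelial genes were lower (mean -0.31, SE 0.20, adjusted p = 0.00501, and adjusted p = 0.19 with an estimated correlation), with 1 higher and 7 lower of 22 called, and 2 higher and 10 lower over the list alone, and the mean was -0.11 without healthy replicate 2 and the call was lost with bright genes only (0.0521). Ager, a receptor abundant on alveolar type I cells, fell by 1.49 and Sftpc, surfactant protein C, by 1.36 from a level of 13.03 ± 0.22 in healthy lungs (SD, n = 3). Fibroblast and mural genes had a mean of -0.33 (SE 0.19), but 3 of 22 rose and 6 fell, and 3 rose and 10 fell over the list alone. Gsn fell by 2.16 and Inmt, a methyltransferase, fell by 1.47, while the collagen I chain genes Col1a1 (1.85) and Col1a2 (1.29) rose. The adjusted p of this list was 0.00111, and adjusted p = 0.109 with an estimated correlation.

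The macrophage and monocyte list (mean 0.11, adjusted p = 0.3) was not called. Within it the complement genes C1qa (1.54) and C1qb (1.38), both also in GSP58, and the mannose receptor gene Mrc1 (0.73) rose, and Chil3, a chitinase-like protein, fell by 1.41. In all, 4 of its 26 genes rose and 2 fell, and 5 rose and 3 fell over the list alone. Neutrophil genes had a mean of 0.27 (SE 0.14), with Lcn2, the acute-phase protein lipocalin 2, called (1.36) and 3 of 14 over the list alone. Their call (adjusted p = 0.0421, and adjusted p = 0.213 with an estimated correlation, the highest over its alternatives) was lost without healthy replicate 2 (0.0832) or metastatic IgG replicate 2 (0.0515) or 3 (0.137), by fry (0.052), without cross-hybridising types (0.137) and with bright genes only (mean 0.57, 0.0521). The lymphocyte list (mean -0.12, adjusted p = 0.333, but 0.0494 by fry) had 0 of 9 genes called, with Nkg7 (-0.32) and Cd79b (-0.21) at the lowest p. The mesothelial list (mean 0.11, adjusted p = 0.526) had 0 of 9 called, with Wt1 (0.93) and Gpm6a (1.19) at the lowest p, and passed without healthy replicate 1 (adjusted p = 0.0435, with values up to 0.982 over its alternatives). In all, 23 of 30 lists were called, 8 with an estimated correlation and 23 by fry. In the exact permutation test of mean z-scores the lists reached 0.1, the lowest p that 3 arrays against 3 allow, except 5 (0.2 to 0.7).

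The second comparison asked what blocking VEGFR2 changes in ECs of metastatic lungs, including the study's proliferation signature and GSP58. Basement membrane, tip cell and cell division genes were lower as groups under DC101 by camera at its preset correlation, with means from -0.32 to -0.22 on the log2 scale, and fibroblast, platelet and mesothelial markers were higher. With an estimated correlation or by fry 0 of 30 lists were called, and without DC101 replicate 3 the mean of the mitosis list was -0.0248 and that of the mesothelial list 0.06. The niche factors Inhbb (12.27 ± 0.11 against 12.18 ± 0.26) and Scgb3a1 (11.61 ± 0.40 against 11.63 ± 0.36) lay within the spread of the arrays (SD, n = 3 per group). Nid2, a VEGF target, was 7.66 ± 0.26 under DC101 and 8.43 ± 0.24 under IgG (SD, n = 3 per group, adjusted p = 0.737 over all genes). Kdr was 13.66 ± 0.25 and 13.76 ± 0.05 (SD, n = 3 per group, adjusted p = 0.901).

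By limma, 0 of 18193 genes were called, with a lowest adjusted p of 0.403. At an unadjusted p under 0.05 there were 1209 genes, 493 higher and 716 lower, where 909.6 would arise without any change. The count was also 0 at the cutoffs of GSP58 and under every alternative, including all 9 arrays in 1 fit, array weights, a variance trend with robust estimation and every array left out in turn. Arrays of the groups did not overlap for 2247 genes (12.4%), where chance gives 10%.

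None of the following genes passed. The lowest p of all was that of a gene with an accession as its symbol, higher by 1.99 (SE 0.21, adjusted p = 0.403). After it, the lowest p-values among genes higher under DC101 were those of Prrg4, a transmembrane Gla protein (log2 change 0.82, SE 0.13), Snhg16, a long non-coding RNA (1.05, SE 0.17), Ppp1r10, a regulator of protein phosphatase 1 (0.93, SE 0.15), Slc10a6, a carrier of steroid sulfates (1.62, SE 0.29), and Pcnx2 (0.55, SE 0.10). Among genes lower under DC101 they were those of Adam19, a membrane metalloproteinase (-0.88, SE 0.10, adjusted p = 0.406), Rps6ka6, a ribosomal S6 kinase (-0.80, SE 0.11), Slc25a33, a mitochondrial carrier of pyrimidine nucleotides (-0.67, SE 0.10), Lpar4, a receptor for lysophosphatidic acid (-1.07, SE 0.16), and Lrrc3b (-1.25, SE 0.21). The adjusted p of all except Adam19 was 0.737. Among the niche factors, Lama1 had a change of -0.41 (SE 0.20) and Tnfrsf11b of -1.04 (SE 0.64), with an SD of 1.44 among the DC101 arrays, and the list was not called (mean -0.34, adjusted p = 0.396). Without DC101 replicate 1 Lama1 had -0.25, Tnfrsf11b -0.30 and the list a mean of -0.13. Of the VEGF targets, Mest had a change of -0.32 (SE 0.19), the mean was -0.54, and 1 of 2, Nid2, was lower when adjusted over the list alone.

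**Figure D2:**
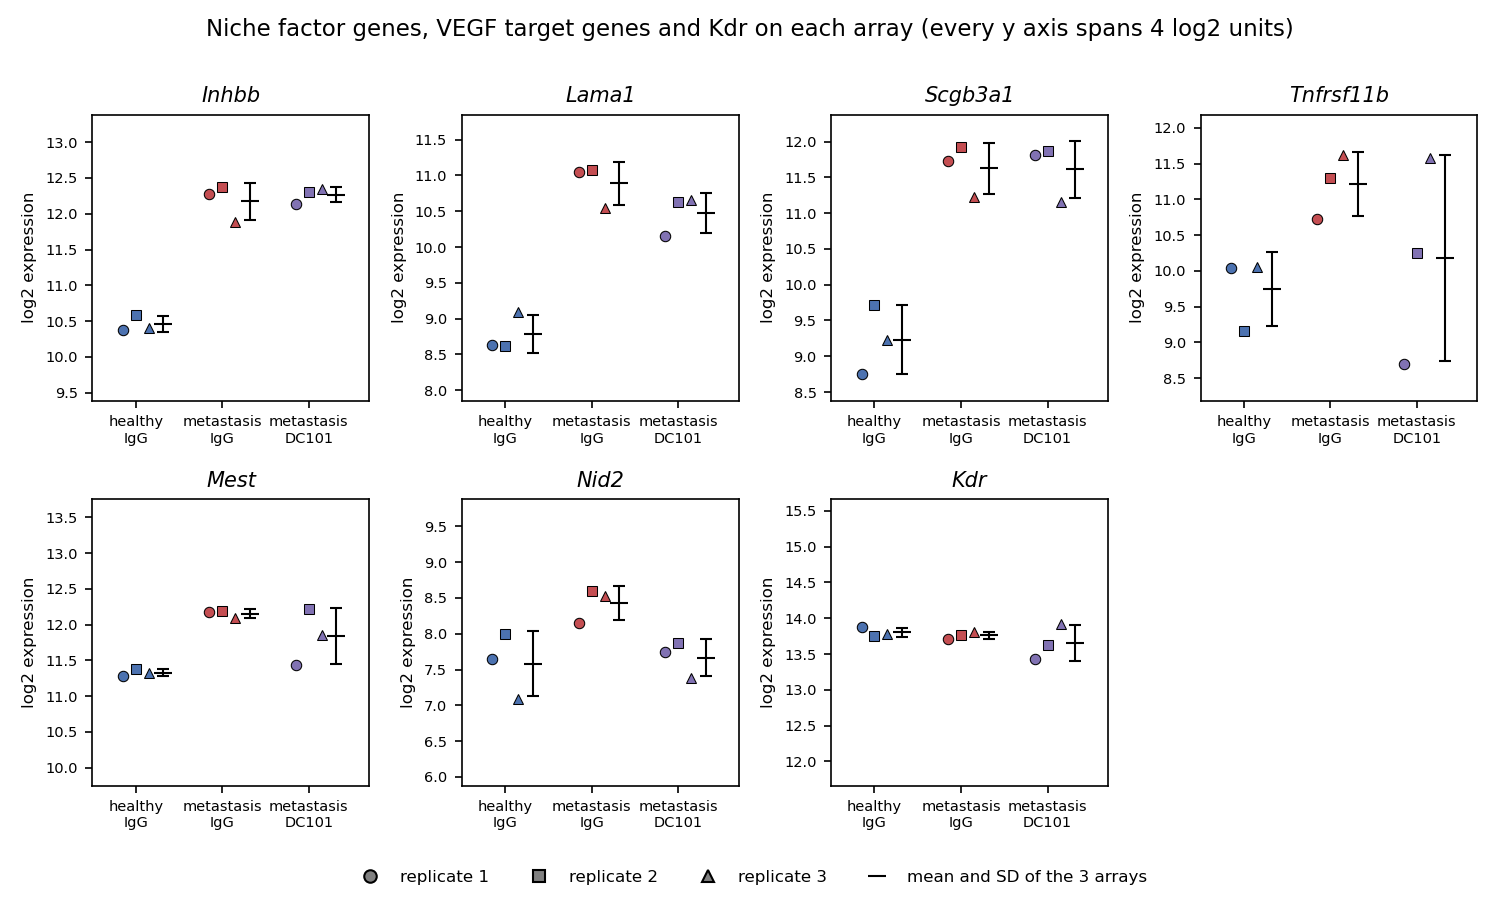
Log2 expression per array (vertical axis, 4 log2 units in each panel) of the niche factors Inhbb, Lama1, Scgb3a1 and Tnfrsf11b, the VEGF targets Mest and Nid2, and Kdr in healthy lungs with IgG and metastatic lungs with IgG or DC101, with bars for the mean and SD of 3 arrays.

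The proliferation signature was lower under DC101 (mean -0.23, SE 0.02), with 119 of 130 genes below 0 and 0 called, over all genes and over the list alone. By camera its adjusted p was 6.69e-07, and adjusted p = 0.647 with an estimated correlation. Rfc3, a subunit of the clamp loader (-0.37), and Ercc6l, a mitotic helicase (-0.72), had the lowest p. Without DC101 replicate 3 the mean was -0.0784 and the call was lost (adjusted p = 0.0524, with values up to 0.647 over its alternatives), and without metastatic IgG replicate 1 the mean was -0.112. The DNA replication list (mean -0.32, SE 0.04, 23 of 25 below 0, adjusted p = 5.5e-05, and adjusted p = 0.647 with an estimated correlation) was led by Rfc3 and Mcm10 (-0.60) and was lost without DC101 replicate 3 (mean -0.139, 0.0524) or metastatic IgG replicate 1 (-0.174, 0.0534), with a mean of -0.499 without DC101 replicate 2. The mitosis list (mean -0.31, SE 0.04, 25 of 27 below 0, adjusted p = 0.00336, and adjusted p = 0.722 with an estimated correlation) was led by Ccna2, cyclin A2 (-0.47), and Melk, a kinase (-0.27), and was lost without the same arrays (means -0.0248 and -0.034, adjusted p = 0.761 and 0.97, the latter the highest over its alternatives).

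GSP58 was lower as well (mean -0.24, SE 0.05), with 42 of 53 genes below 0 and 0 called, over all genes and over the list alone. The list had an adjusted p of 0.000428, and adjusted p = 0.426 with an estimated correlation. Col15a1 (-0.62) and Capg, an actin-capping protein (-0.53), had the lowest p. The mean of the proliferation signature lay 0.0149 above that of GSP58, and the camera test of the former against the latter, whose direction was the opposite, did not pass (p of 0.686, and 0.916 with an estimated correlation). The difference of the means became -0.113 without metastatic IgG replicate 2 (camera p of 0.00988) and 0.178 without metastatic IgG replicate 1 (camera p of 0.00289), and p over the alternatives ran up to 0.916. The inflammation signature (mean -0.10, adjusted p = 0.0832) was not called, with Lcp2, an adaptor of immune receptors (-1.18), and the chemokine gene Ccl5 (-0.68) at the lowest p. It passed without metastatic IgG replicate 1 (adjusted p = 0.0109) and reached 0.647 with an estimated correlation.

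The tip cell and sprouting list was lower (mean -0.30, SE 0.06), with 20 of 23 genes below 0 and 2 lower over the list alone, and its adjusted p was 0.000142, and adjusted p = 0.451 with an estimated correlation. Lamb1 (-1.12, SE 0.20) and Nid2 had the lowest p, and the mean was -0.18 without DC101 replicate 1. The basement membrane and matrix list was lower (mean -0.22, SE 0.07), with 20 of 24 genes below 0 and 3 lower over the list alone, Lamb1 and Col15a1 first. Its camera test gave an adjusted p of 0.00259, and adjusted p = 0.242 with an estimated correlation, and it was lost without DC101 replicate 2 (0.0515). The interferon list was lower by a smaller mean (-0.14, SE 0.03), with 24 of 29 genes below 0 and Oas2 (-0.55) and Ifit2 (-0.38) at the lowest p. Camera yielded an adjusted p of 0.00624, and adjusted p = 0.647 with an estimated correlation, and it was lost without DC101 replicate 1 (0.148) or 3 (0.0845). The hypoxia and glycolysis list (mean -0.12, SE 0.05) had Pfkfb3, a regulator of glycolysis (0.40), and Pkm (-0.26) at the lowest p. Its call (adjusted p = 0.0446, and adjusted p = 0.426 with an estimated correlation) was lost without metastatic IgG replicate 1 (0.119) or 2 (0.113) or DC101 replicate 1 (0.148) or 2 (0.0869), with the mean of all probe sets (0.0752), without cross-hybridising types (0.0911) and with bright genes only (0.0588). The lymphatic list (mean -0.26, SE 0.09, 9 of 12 below 0, 1 lower over the list alone) had Thy1 (-0.68) and Ptx3 (-0.74) at the lowest p. Its call (adjusted p = 0.0458, and adjusted p = 0.647 with an estimated correlation) was lost without metastatic IgG replicate 1 (0.119) or 3 (0.16) or DC101 replicate 1 (0.0702) or 2 (mean -0.17, 0.395), with all 9 arrays in 1 fit (0.0734), with the mean of all probe sets (mean -0.15, 0.167) and with bright genes only (0.244).

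Also, 4 groups of genes were higher under DC101, with 0 members called in each. Fibroblast and mural markers had a mean of 0.24 (SE 0.05), with 18 of 22 genes above 0 and Mfap4, a microfibril protein (0.44), and Inmt (0.41) at the lowest p (adjusted p = 3.75e-05, and adjusted p = 0.242 with an estimated correlation). Erythrocyte and platelet markers had a mean of 0.27 (SE 0.06), with 10 of 10 above 0 and Pf4 (0.60) and Treml1 (0.52) first (adjusted p = 0.000196, and adjusted p = 0.242 with an estimated correlation). Mesothelial markers had a mean of 0.40 (SE 0.06), with 9 of 9 above 0 and Krt19 (0.78) and Wt1 (0.42) first (adjusted p = 0.00336, and adjusted p = 0.647 with an estimated correlation), but without DC101 replicate 3 the mean was 0.06 and the adjusted p 0.998, the highest over its alternatives, and without replicate 1 the mean was 0.64, and with bright genes only the call was lost (0.0588). Immediate early and dissociation stress genes had a mean of 0.08 (SE 0.05), with 15 of 19 above 0, Klf4 at 0.32 and the heat shock gene Hspa1b at -0.59. Their call (adjusted p = 0.0105, and adjusted p = 0.647 with an estimated correlation) was lost without metastatic IgG replicate 1 (mean 0.05, 0.119) or DC101 replicate 3 (0.02, 0.373).

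The remaining lists were not called under DC101, and 0 of their genes passed over all genes or over the list alone. They were the NF-kB (mean -0.07, adjusted p = 0.641), MHC class I (-0.06, 0.396), MHC class II (-0.23, 0.373), Notch (0.01, 0.504), p53 (0.03, 0.396), cholesterol (-0.05, 0.396), pan-endothelial (-0.03, 0.779), aerocyte (0.07, 0.126), general capillary (0.09, 0.0933), arterial (-0.05, 0.702), venous (0.06, 0.465), macrophage (-0.04, 0.97), neutrophil (-0.08, 0.707), lymphocyte (0.07, 0.353) and lung epithelial (0.10, 0.062) lists. The median of the pan-endothelial list was 0.01 and that of the venous list -0.02, opposite in sign to their means. Of their members, the first by p were Tnfaip2 (-0.41), Tap2 (-0.20), Ciita, the class II transactivator (-0.52), Hey2, a Notch target (-0.54), Eda2r (-0.86), Sc5d, a sterol desaturase (0.53), Emcn (-0.33), Nckap5 (0.41), Lpl, lipoprotein lipase (0.68), Dkk2 (-0.72), Slc6a2 (0.66), Tyrobp (-0.40), Camp (-0.53), Cd2 (0.40) and Sftpc (0.89). The others named by the rule, which like these did not pass, were Bcl3 (-0.47), Psme1 (-0.15), H2-Aa (-0.33), Dll1, a Notch ligand (0.24), Trp53inp1 (0.46), Dhcr7, a sterol reductase (-0.40), Mmrn2 (-0.23), Sirpa (-0.30), Hilpda (0.30), Mgp (0.30), Amigo2 (0.43), C1qc (-0.40), Stfa2l1 (-0.22), Cd3e (0.16) and Ager (0.71). The epithelial list passed with all 9 arrays in 1 fit (adjusted p = 0.0497), without cross-hybridising types (mean 0.23, 0.0324), with bright genes only (0.23, 0.00652) and without DC101 replicate 3 (0.29, 0.00207), while its mean was -0.08 without DC101 replicate 2, with values up to 0.7. The aerocyte list passed without metastatic IgG replicate 3 (0.0284) or DC101 replicate 1 (0.0495), with values up to 0.813. In all, 13 of 30 lists were called, 4 higher and 9 lower, 0 with an estimated correlation and 0 by fry, and 8 without DC101 replicate 3. The exact permutation test of mean z-scores gave its lowest possible p of 0.1 for GSP58 and for the VEGF target, basement membrane, hypoxia, general capillary, platelet and fibroblast lists.

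The last comparison asked how far ECs of metastatic lungs under DC101 still differed from those of healthy lungs with IgG. Mycn rose 26.8-fold, to 12.21 ± 0.14 from 7.47 ± 0.10 (SD, n = 3 per group). Among the niche factors Scgb3a1 rose 5.19-fold, Inhbb 3.51-fold and Lama1 3.23-fold (adjusted p = 0.00957, 0.000931 and 0.00748), while Tnfrsf11b (0.43, SE 0.66, adjusted p = 0.802) did not pass. Without variance moderation Scgb3a1 (0.148) and Lama1 (0.123) were not called. The VEGF targets Mest (0.51, SE 0.19, adjusted p = 0.237) and Nid2 (0.08, SE 0.24, adjusted p = 0.905) did not pass, nor did any over the list alone (mean 0.29), and Kdr had a change of -0.15 (adjusted p = 0.669). This comparison differs in both metastasis and antibody, and how much of it comes from either was not tested in a healthy DC101 group.

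By limma, 440 genes were called, 288 higher and 152 lower, with a median absolute change of 1.02, and 231 changed by more than 1. At the cutoffs of GSP58 655 passed, 451 higher and 204 lower. Groups did not overlap for 4194 genes (23.1%, where chance gives 10%), all 440 included. The count was 110, 174 and 158 without healthy replicate 1, 2 and 3, and 214, 193 and 361 without DC101 replicate 1, 2 and 3. Non-overlap fixed directions, and 95 of 440 kept their call in each fit. Of the called genes, 13 are not named here.

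After Mycn, the largest increases were those of Cep55 (3.66, SE 0.41), Cenpf (3.51, SE 0.39), Ifi202b (3.44, SE 0.26), Nusap1 (3.40, SE 0.27), Mki67 (3.37, SE 0.34), Rsad2 (3.32, SE 0.20), Clca3a1, a regulator of chloride conductance (3.27, SE 0.17), Top2a (3.18, SE 0.32) and Akr1b8 (3.13, SE 0.49), with adjusted p between 0.000658 and 0.0238. The largest decreases were those of Ppp2r2c (-2.25, SE 0.32), Actc1 (-2.19, SE 0.17), Scara5 (-1.87, SE 0.30), Gsn (-1.82, SE 0.18), Hpcal4, a neuronal calcium sensor (-1.62, SE 0.26), Cmklr1, the chemerin receptor (-1.58, SE 0.26), Tubb1 (-1.52, SE 0.20), Slc5a12, a lactate transporter (-1.50, SE 0.27), Kif26b, a kinesin family member (-1.47, SE 0.17), and Crispld1 (-1.38, SE 0.17), with adjusted p between 0.00177 and 0.0377. With 1 array left out, Akr1b8, Hpcal4 and Slc5a12 were lost in 5 of 6 fits, Ppp2r2c and Cmklr1 in 4, Scara5 and Tubb1 in 3 and Crispld1 in 1 (adjusted p from 0.0508 for Tubb1 to 0.14 for Slc5a12), and Slc5a12 also with all 9 arrays in 1 fit (0.0571) and with every probe set tested (0.0588). Top2a had a change of 0.56 (adjusted p = 0.164, the highest over its alternatives) without cross-hybridising types. Without variance moderation only Mycn of these 20 genes was (adjusted p of the others from 0.0525 for Clca3a1 to 0.213 for Slc5a12).

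GSP58 had a mean of 1.10 (SE 0.10), with 22 of 53 genes higher and 38 over the list alone, led by Serpina3n, a serine protease inhibitor (2.74), Scgb3a1 (2.38), Prrg3 (2.17) and Tgfbi, a matrix protein induced by TGF-beta (2.11). It was the 1 list called with an estimated correlation (adjusted p = 0.0398, against 3.24e-32 at the preset one). The niche factor list had a mean of 1.58 (SE over genes 0.41), with 3 of 4 higher over all genes and over the list alone (adjusted p = 1.69e-06, and adjusted p = 0.0772 with an estimated correlation). In the inflammation signature (mean 0.37, SE 0.08) 10 of 66 genes rose, and 15 rose and 1 fell over the list alone, with Cxcl10 (2.05), Olr1 (1.99), Timp1, a metalloproteinase inhibitor (1.91), and Irf7 (1.85) first. Its adjusted p was 2.73e-08, and adjusted p = 0.0958 with an estimated correlation. In the proliferation signature (mean 0.59, SE 0.07) 18 of 130 genes rose, and 40 over the list alone, with Rrm2 (2.71), Cdca8 (2.68), Bub1 (2.63) and Birc5 (2.62) first. Camera gave it an adjusted p of 5.24e-19, adjusted p = 0.21 with an estimated correlation and 0.0538 by fry.

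Of the mitosis list (mean 2.19, SE 0.14) 22 of 27 genes rose, and 26 over the list alone (adjusted p = 5.21e-38, and adjusted p = 0.106 with an estimated correlation), and of the DNA replication list (mean 0.74, SE 0.14) 3 of 25, Rrm2, Uhrf1 (2.32) and Gins2, a replication factor (1.20), with 12 over the list alone (adjusted p = 4.11e-12, and adjusted p = 0.21 with an estimated correlation). Of the interferon list (mean 1.21, SE 0.16) 19 of 29 rose, and 24 over the list alone, with Mx1 (2.82), Ifit2 (2.40) and Ifi27l2a (2.26) after Rsad2. Of the basement membrane list (mean 0.68, SE 0.15) 10 of 24 rose, and 12 rose and 1 fell over the list alone, with Tnc (1.98), the fibronectin gene Fn1 (1.85) and Col15a1 (1.66) beside Lama1. Of the hypoxia list (mean 0.33, SE 0.13) 4 of 18 rose and Hilpda fell by 0.65, with Ankrd37 (1.86), Ndrg1 (1.14) and Bnip3, a mitophagy receptor (0.70), higher, and the counts were the same over the list alone. The interferon (adjusted p = 1.3e-34), basement membrane (5.47e-13) and hypoxia (4.13e-05) lists each had an adjusted p = 0.0772 with an estimated correlation. Of the tip cell list (mean 0.33, SE 0.15) 3 of 23 rose, Trp53i11 (2.01), Lamb1 (1.30) and Adm (1.18), and 10 rose and 1 fell over the list alone. By camera the adjusted p was 0.00198, adjusted p = 0.3 with an estimated correlation and 0.0865 by fry.

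In the NF-kB list (mean 0.21, SE 0.10) Cxcl1 rose by 0.87, and Cx3cl1 fell by 0.86 and the transcription factor gene Irf1 by 0.52, and 6 rose and 2 fell of 23 over the list alone. Its call (adjusted p = 0.00607, and adjusted p = 0.21 with an estimated correlation) was lost without DC101 replicate 3 (0.0618) and by fry (0.105). In the MHC class I list (mean 0.23, adjusted p = 0.00445, and adjusted p = 0.336 with an estimated correlation) Nlrc5 (1.40) and the peptide transporter gene Tap1 (0.54) rose, 2 of 12 genes in both adjustments. The MHC class II list (mean 0.37, adjusted p = 0.0598) was not called, with H2-Eb1 (0.82) and H2-Ab1 (0.80) at the lowest p, and passed with the mean of all probe sets of a gene (0.0163) and without healthy replicate 1 (0.0441) or 2 (0.0136) or DC101 replicate 3 (0.00932), with values up to 0.508. Notch genes were lower (mean -0.28, SE 0.08, adjusted p = 0.005, and adjusted p = 0.182 with an estimated correlation), with 0 of 13 called, also over the list alone, and Hes1 (-0.54) and Hey2 (-0.81) at the lowest p. The p53 (mean -0.01, median 0.12, adjusted p = 0.799), cholesterol (0.05, 0.225) and immediate early (-0.13, 0.0684) lists were not called, and in them Bbc3 fell by 0.87 and Ier2 by 0.67, 1 and 3 genes of these lists were lower over the list alone, and Fdft1 (0.26) and Sc5d (0.24) did not pass. The immediate early list passed with the mean of all probe sets (0.014), without cross-hybridising types (0.0178) and without healthy replicate 2 (0.038) or DC101 replicate 3 (0.00721), with values up to 0.433.

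The lymphatic list was higher (mean 0.71, SE 0.17, adjusted p = 2.83e-06, and adjusted p = 0.167 with an estimated correlation), with 0 of 12 genes called but 7 over the list alone, Reln (1.23) and Mmrn1 (1.67) at the lowest p. The venous list was higher (mean 0.32, SE 0.15, adjusted p = 0.00205, and adjusted p = 0.167 with an estimated correlation), with Ackr1 (1.69) called and 3 of 13 over the list alone, and was lost without cross-hybridising types (mean 0.20, 0.0503). The aerocyte list was lower (mean -0.18, SE 0.10), with Rprml (-0.95) and Ednrb (-0.49) called in both adjustments. Its call (adjusted p = 0.038, and adjusted p = 0.3 with an estimated correlation) was lost without healthy replicate 1 (0.102) or 3 (0.0557) or DC101 replicate 1 (0.0899) or 2 (0.146), with the mean of all probe sets (0.0729) and with bright genes only (0.0756). The general capillary list (mean -0.17, adjusted p = 0.0668) was not called, although Wif1 (-0.99) and Hilpda were in both adjustments, and passed without DC101 replicate 1 (0.0305, with values up to 0.303) and by fry (0.0332). The arterial (mean -0.15, adjusted p = 0.223) and pan-endothelial (-0.08, 0.217, but 0.0244 by fry) lists were not called. Of the arterial genes Fbln5 (0.72) and the matrix Gla protein gene Mgp (0.69) rose, and Bmx fell by 0.77 and Ltbp4 by 0.67, with 2 higher and 4 lower over the list alone. Of the pan-endothelial genes Fli1 (0.47) and Eng (-0.34) did not pass, and 1 was higher over the list alone.

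The 3-prime to 5-prime difference of the Gapdh control was also lower in each DC101 array than in each healthy array. Among markers of other cells, platelet genes were lower than in healthy lungs (mean -0.39, SE 0.15, adjusted p = 0.00551, and adjusted p = 0.167 with an estimated correlation), with Ppbp (-1.20) and Pf4 (-0.99) called and 5 of 10 over the list alone, and were lost with the mean of all probe sets (0.1). The mesothelial list was higher (mean 0.51, SE 0.20), with Wt1 (1.35) called and 2 of 9 over the list alone. Its call (adjusted p = 0.0183, and adjusted p = 0.432 with an estimated correlation) was lost without healthy replicate 2 (0.0599) or 3 (0.0761) or DC101 replicate 3 (mean 0.17, 0.562), by fry (0.351), without cross-hybridising types (mean 0.27, 0.126) and with bright genes only (0.36). The neutrophil list was higher (mean 0.19, SE 0.12), with 0 of 14 called, 1 over the list alone, and Lcn2 (1.33) and S100a8 (0.65) at the lowest p. Its call (adjusted p = 0.038, and adjusted p = 0.21 with an estimated correlation) was lost without healthy replicate 2 (0.0839) or DC101 replicate 1 (0.112) or 2 (0.06), by fry (0.065), with all 9 arrays in 1 fit (0.0529), with the mean of all probe sets (0.0515) and without cross-hybridising types (mean 0.09, 0.166). The fibroblast (mean -0.09, adjusted p = 0.306), epithelial (-0.21, 0.24), macrophage (0.08, 0.222) and lymphocyte (-0.05, 0.742) lists were not called. In the fibroblast list Col1a1 (2.03) and Col1a2 (1.36) rose, and Gsn fell by 1.82 and Inmt by 1.06, with 3 of 22 higher and 2 lower, and 3 higher and 5 lower over the list alone. Krt8 (0.81), Cldn18 (-1.10), C1qa (1.36), Ptprc (-0.76), Cd79b (-0.29) and Cd3e (0.24) did not pass, and over their lists alone 1 macrophage gene was higher. The epithelial list passed without DC101 replicate 2 (0.0112, with values up to 0.832). In all, 19 of 30 lists were called, and 16 by fry. In the exact permutation test the lists reached the lowest possible p of 0.1, except 11 (0.2 to 1).

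**Figure D3:**
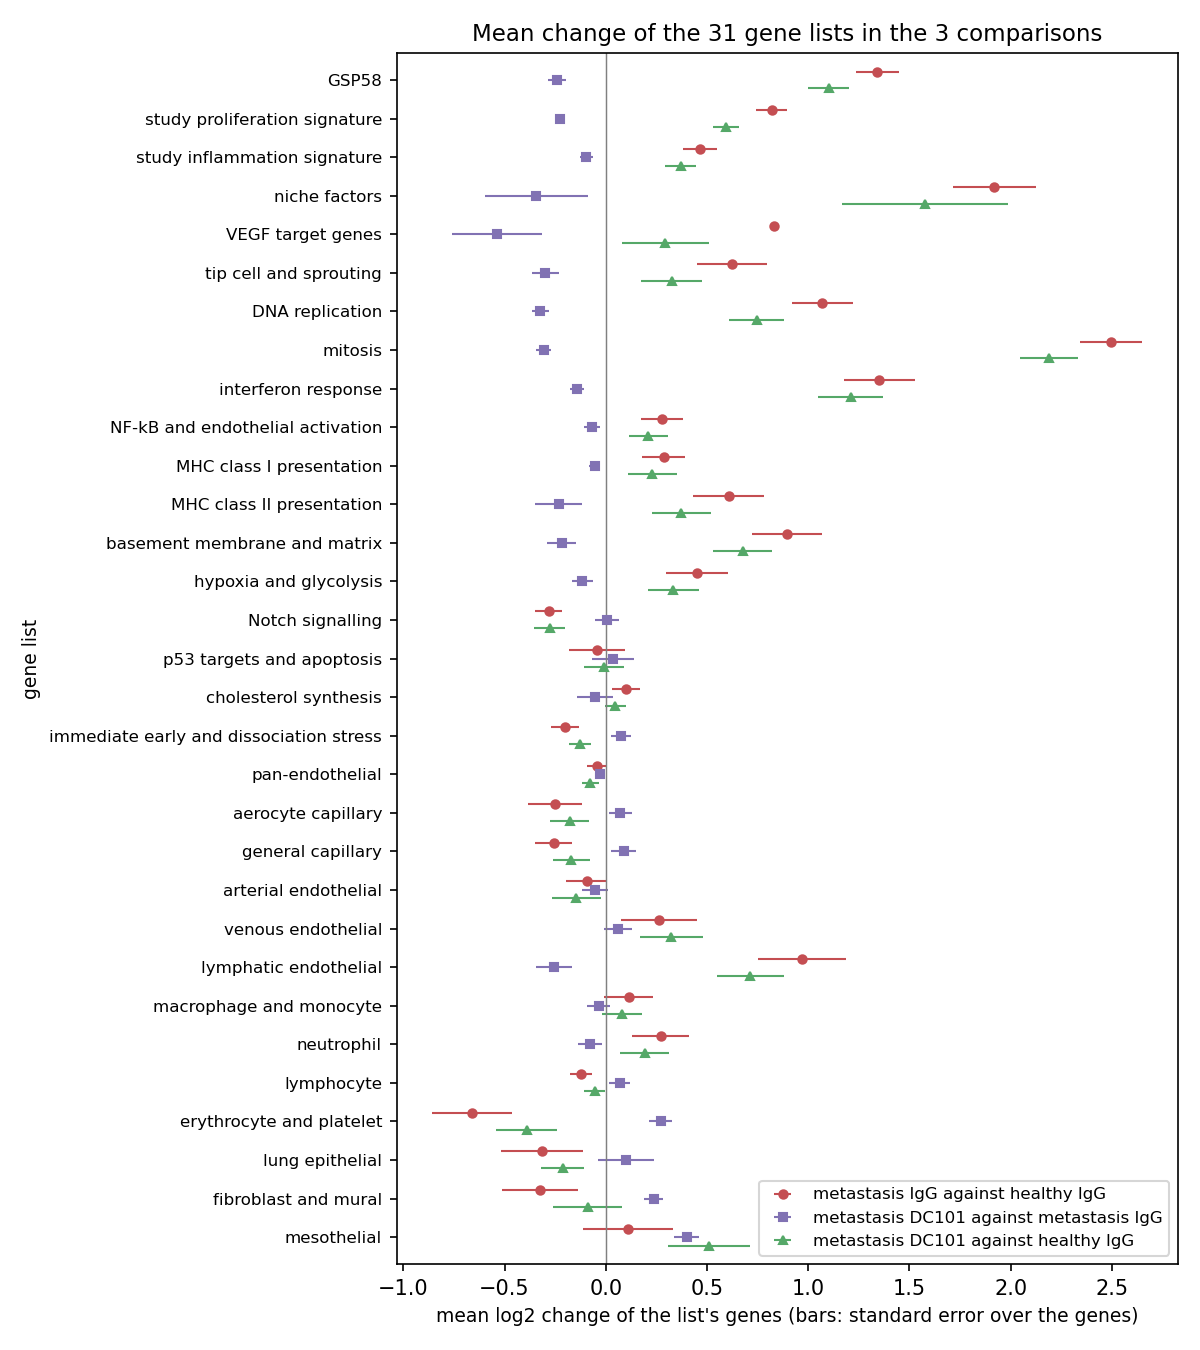
Mean log2 change (horizontal axis) of the 31 gene lists in the comparisons of metastatic IgG against healthy, metastatic DC101 against metastatic IgG, and metastatic DC101 against healthy lungs, with bars for the standard error over the genes of a list.

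The share of each list's metastasis shift that was left under DC101 was 82.1% for GSP58 (SD 9.11 over the 3 DC101 arrays), 79.4% for the inflammation signature (SD 16.3), 72.5% for the proliferation signature (SD 32.1), 82.1% for the niche factors (SD 19.96), 89.5% for the interferon list (SD 10.96), 87.8% for mitosis (SD 19.97), 75.7% for basement membrane (SD 2.51), 52.3% for tip cell genes (SD 33.6) and 35.4% for the VEGF targets (SD 30.5). It was 69.7% for DNA replication (SD 33.7), 74.2% for hypoxia (SD 13.7), 75.3% for NF-kB (SD 46.2), 80.6% for MHC class I (SD 36.5), 61.7% for MHC class II (SD 63.9), 73.6% for lymphatic (SD 21.5), 70.7% for neutrophil (SD 46.1) and 123% for venous genes (SD 24.1). Without DC101 replicate 2 the share was 28.7% for MHC class II and 17.8% for the VEGF targets. Differences between these shares were not tested, and the median gene gave 66.3% for GSP58, 110% for the interferon, 70.8% for the basement membrane, 47.6% for the hypoxia and 79.7% for the venous list. Both comparisons with healthy lungs share the healthy arrays. Their log2 changes correlated across genes with r = 0.84, against 0.501 in simulations of unchanged groups, and their covariance was 0.116 against a simulated 0.0149. Genes called higher in both numbered 252 (0 simulated, 11.3 for independent lists), genes called lower in both 106 (0 and 3.95) and genes called in opposite directions 0. Unchanged groups make almost no calls and independent lists leave out the shared arrays, so neither figure measures an excess. The 3 healthy arrays were not split into separate controls, so part of the overlap may come from the shared arrays. The changes with metastasis and with DC101, which share the metastatic IgG arrays, correlated with r = -0.44 against a simulated -0.498, with a covariance of -0.0367 against -0.0148.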

Values the study reported

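The study described a signature of 58 genes for secreted proteins, GSP58, induced in lung ECs by metastases. It gave DC101 at 40 mg per kg on days 21 and 24 after injection of the cancer cells.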

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

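The test of the probe sets was chosen only after the values were seen, while the comparison of other splits of the arrays was planned.

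Probe sets without a single gene symbol entered no gene table, and 93 of these 10092 probe sets were called by limma in metastatic IgG against healthy lungs, 65 higher and 28 lower (1342 at an unadjusted p under 0.05), a smaller share than the 1188 of 18193 genes. In DC101 against healthy lungs 38 were called, 33 higher and 5 lower (1191 at an unadjusted p under 0.05), and in DC101 against IgG in metastatic lungs 0 by limma (719 at an unadjusted p under 0.05).

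The 6 arrays of a comparison can be split into 3 against 3 in 10 ways, too few for a share under 0.05. In metastatic IgG against healthy lungs the real split called 1188 genes and the highest other split 0, so 1 of 10 splits gave as many. In DC101 against healthy lungs the real split called 440 genes and the highest other split 0, again 1 of 10. In DC101 against IgG in metastatic lungs all 10 splits called 0 genes by limma. At an unadjusted p under 0.05 the real split of that comparison gave 1209 genes and 2 of 9 others gave more, 1291 and 1267, with DC101 replicate 2 placed with metastatic IgG replicate 1 and either 2 or 3.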

How the results depend on the processing

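The alternatives in this part were all planned, and only those of the further gene lists and of the markers of other cells given among the other observations were chosen after seeing the data. Over all comparisons, 1248 of 1491 values of gene lists kept their direction and side of the threshold, 191 lost a call, 27 gained one and 25 turned. Of 1185 values of single genes, 1089 kept them, 87 lost a call and 9 turned, and all 9 were genes that had not passed. Of 57 counts of called genes 39 stayed within 1.5 times, and of 221 shares left under DC101 214 moved by less than the spread between arrays. A second quantile normalization (largest change 0.00624) and centring on the median (0.000992) moved almost nothing and so tested nothing. No measure of signal over background was used here, so what it limits among dim genes was not tested. With only the 10582 genes at or above the median brightness of probe sets, 1380 and 478 genes were called against healthy lungs under IgG and DC101, and testing fewer genes eases the adjustment by construction. The causes of the changes below were not tested, except that fewer arrays or a stricter threshold leave fewer calls by construction.

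The groups share replicate numbers, which may or may not pair samples. With group means subtracted, same-numbered arrays had r of -0.0543 to 0.0845 over 9 pairs. In 6 of 18 comparisons with another group, an array's own number was highest. With the replicate number as a block, 689, 0 and 247 genes were called in metastatic IgG against healthy, DC101 against IgG and DC101 against healthy lungs, and 23, 14 and 18 lists. The epithelial list gained its call in DC101 against IgG (adjusted p = 0.0408) and the MHC class II list in DC101 against healthy lungs (0.00617), where the aerocyte (0.0621) and neutrophil (0.0566) lists and Slc5a12 (0.083) lost theirs, as did Tnfrsf11b in metastatic IgG against healthy lungs (0.0656). It changed the call of no other list or named gene.

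Counts of genes in metastatic IgG against healthy lungs were 376 without moderation, 375 at an adjusted p under 0.01 and 556 to 759 with 1 array left out. In DC101 against healthy lungs they were 662 with all 9 arrays in 1 fit, 14 without moderation, 100 at an adjusted p under 0.01 and 110 to 361 with 1 array left out. Lists called with an estimated correlation numbered 8, 0 and 1 in metastatic IgG against healthy, DC101 against IgG and DC101 against healthy lungs, and 0 in each by the exact test, which cannot pass with 3 arrays against 3. By fry 0 were called in DC101 against IgG. By camera at its preset correlation 8 to 13 were called there with 1 array left out.

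In the exact test the z-score differences of GSP58, the proliferation signature and the inflammation signature were 1.64, 1.31 and 0.858 in metastatic IgG against healthy lungs and 1.28, 0.782 and 0.599 in DC101 against healthy lungs. In DC101 against IgG they were -0.357 for GSP58 and -0.528 for the proliferation signature. With an estimated correlation the means stay as they are and the call ended for the proliferation signature (0.819 in metastatic IgG and 0.593 in DC101 against healthy lungs, the latter also by fry) and the inflammation signature (0.37 in DC101 against healthy lungs). In DC101 against IgG it ended for GSP58 (-0.24) and the proliferation signature (-0.225), and by fry too. The inflammation signature was called in DC101 against IgG with the mean of all probe sets of a gene (-0.0926), and its mean ran from -0.138 to -0.0654 with 1 array left out. That of the proliferation signature ran from -0.331 to -0.0784. The proliferation signature minus GSP58 was -0.17 in z-scores, and on the log2 scale ran from -0.113 to 0.178 with 1 array left out. The share left for GSP58 was 66.3% with the median in place of the mean.

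Among results that had not passed, direction turned with only bright genes for the macrophage list (-0.0112 in metastatic IgG and -0.0283 in DC101 against healthy lungs) and the neutrophil list (0.0252 in DC101 against IgG). Without probe sets that can cross-hybridise it turned for the mesothelial list (-0.114 in metastatic IgG against healthy lungs), and in DC101 against IgG for the MHC class II (0.0829) and p53 (-0.0308) lists. With array weights the change of Scgb3a1 was 0.0388 in DC101 against IgG.

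With 1 array left out, metastatic IgG against healthy lungs gave ranges across 0 for the p53 (-0.0731 to 0.0114), cholesterol (-0.0202 to 0.161) and mesothelial (-0.0406 to 0.355) lists. DC101 against IgG gave them for Kdr (-0.236 to 0.00996), Inhbb (-0.0547 to 0.187), Scgb3a1 (-0.215 to 0.215) and the NF-kB (-0.118 to 0.00408), Notch (-0.0176 to 0.0367), p53 (-0.0214 to 0.0631), cholesterol (-0.115 to 0.0664), venous (-0.00169 to 0.102), macrophage (-0.153 to 0.0967) and epithelial (-0.076 to 0.294) lists. DC101 against healthy lungs gave them for Tnfrsf11b (-0.273 to 1.17), Nid2 (-0.165 to 0.291) and the p53 (-0.0317 to 0.00382), cholesterol (-0.0127 to 0.0797), macrophage (-0.0392 to 0.21) and lymphocyte (-0.087 to 0.00676) lists. Without crossing 0, ranges were wide for the macrophage list in metastatic IgG against healthy lungs (0.0235 to 0.167) and for the MHC class II (-0.433 to -0.046) and neutrophil (-0.144 to -0.00768) lists in DC101 against IgG.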

Other observations

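The lists and tests in this part were chosen after values had been seen, except the test of the held-out glucocorticoid targets, which was written before their values were looked at, and the tests of a single array, RNA quality, the share of ECs, other cells, time of day and a noisier array were revised after their first results.

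Genes of the proteasome had a mean change of 0.10 in metastatic IgG against healthy lungs (30 of 43 above 0, adjusted p = 0.0126, and adjusted p = 0.39 with an estimated correlation) and of -0.07 under DC101 against IgG (adjusted p = 0.134, but -0.12 and 0.0055 without DC101 replicate 2, and -0.02 without replicate 3), while in DC101 against healthy lungs the list (0.03, 0.337) was called without DC101 replicate 3 (0.08, 0.0457). Cytosolic ribosomal protein genes had means of 0.09 (37 of 46 above 0, adjusted p = 0.0126, and adjusted p = 0.412 with an estimated correlation) and -0.09 (42 of 46 below 0, adjusted p = 0.0222, and adjusted p = 0.678 with an estimated correlation) in the same comparisons. Collagen chain genes were higher in DC101 against healthy lungs by their mean (0.26, 8 of 42 genes called higher, adjusted p = 0.0137, and adjusted p = 0.505 with an estimated correlation), although their median was 0.01, and had a near mean in metastatic IgG against healthy lungs (0.22, 7 called higher and 4 lower, adjusted p = 0.0663, and called without healthy replicate 2 at 0.0419 or metastatic IgG replicate 1 at 0.0386). Respiratory chain genes were lower in DC101 against healthy lungs (mean -0.14, 55 of 72 below 0, adjusted p = 0.0236, and adjusted p = 0.75 with an estimated correlation), but the mean was -0.07 (adjusted p = 0.268) without DC101 replicate 3, and the call was also lost without healthy replicate 1 (0.099) or 2 (0.0528). In DC101 against IgG their mean was -0.06 (adjusted p = 0.134), called without DC101 replicate 2 (-0.13, 0.00219) or IgG replicate 3 (-0.10, 0.00825). It was 0.003 (0.858) without DC101 replicate 3. In metastatic IgG against healthy lungs it was -0.07 (0.149), and -0.12 (0.0386) to -0.03 (0.658) without 1 array. The z-score of DC101 replicate 3 was -1.18 for these genes, against -0.30 and 0.43 in the other DC101 arrays and 0.19 to 0.44 in healthy lungs, and the lowest of the 9 arrays for proteasome (-0.91) and ribosomal (-0.97) genes too. The ribosomal call in DC101 against IgG was lost without DC101 replicate 3 (mean -0.03, 0.475) or 1 (0.2) or metastatic IgG replicate 1 (-0.06, 0.389) or 2 (0.113). The proteasome and ribosomal calls in metastatic IgG against healthy lungs were lost without healthy replicate 3 (0.0568 each). Integrin chain genes were called in no comparison (lowest adjusted p of 0.138), except in DC101 against healthy lungs without DC101 replicate 3 (mean -0.18, 0.0457).

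The proliferation signature was lower under DC101 by camera (mean -0.225, SE 0.02), with adjusted p = 0.647 with an estimated correlation and 0.621 by fry. Without DC101 replicate 3 the mean was -0.0784 (SE 0.0162), under 2 SEs short of a bound of -0.1, and without metastatic IgG replicate 1 -0.112. Its z-scores were 0.136, 0.699 and -0.58 in DC101 replicates 1 to 3 and 0.377 to 1.03 with metastatic IgG, so replicate 2 was not lower. Fewer ECs in the sort could raise markers of other cells, not always alike, and this stays open. Of 7 such lists 3 (platelet, fibroblast, mesothelial) lay over 2 SEs above 0, and some lymphocyte markers were dim (Cd3e at 6.50 to 6.96). The fibroblast mean exceeded the macrophage mean by 0.271, over 2 SEs over genes (SE 0.0731) but not over arrays (SE 0.152). Without DC101 replicate 3 the excess was 0.157 (SE over genes 0.081), without another array 0.204 to 0.387. RNA degradation stays open too (mean 3-prime minus 5-prime change of Actb and Gapdh controls -0.0121, SE 0.0278). A response to DC101 remains an untested candidate.

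Targets of the glucocorticoid receptor may have responded under DC101. A list of 11 targets seen first, from Zbtb16 (1.96) and Slc10a6 (1.62) to Sgk1 (-0.02), none called, had a mean of 0.62, and of 0.33 without DC101 replicate 1, and led to 18 further targets, whose mean rose by 0.322 under DC101 (SE 0.0911, 16 of 18 above 0, adjusted p = 7.54e-05, and adjusted p = 0.209 with an estimated correlation), above all 10000 random lists matched on expression, and by 0.193 (adjusted p = 0.000642) without DC101 replicate 1. Their mean z-score was 0.85 in DC101 replicate 1, -0.01 and 0.17 in the other DC101 arrays and between -0.55 and -0.41 in the metastatic IgG arrays, whose values also enter their change against healthy lungs (-0.26, adjusted p = 0.0399, and adjusted p = 0.39 with an estimated correlation, and lost without healthy replicate 3 at 0.0568 or metastatic IgG replicate 3 at 0.0725). RNA from other cells stays open, since the targets lay above the fibroblast and mural markers (mean 0.236, SE 0.0457) by only 0.0863 (SE 0.102). Against healthy lungs the targets under DC101 were at 0.07 (adjusted p = 0.476), and at -0.06 without DC101 replicate 1.

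Clock genes of healthy replicate 3 lay apart from the other healthy arrays, with Nr1d1 at 9.40 against 11.69 and 11.36 and Cry1 at 10.93 against 9.74 and 10.08. Of 9 genes that peak with Nr1d1, 4 (Nr1d1, Nr1d2, Dbp and Tef) lay below both other healthy arrays and 5 lay above the mean of these, among them Usp2 (9.28 against 8.48 and 8.24), and of 5 that peak with Arntl 4 lay above both. The lists deviated by -0.513 and 0.587 on average, a difference of -1.10, but all of these genes except Usp2 had been seen before, so tissue taken at another time of day, a possible explanation, cannot be told from a choice of genes by their values. A noisier array stays open too, since all genes deviated by 0.203 on average, 1.09 times the higher value of the other healthy arrays (0.187). No group of the design tests the time of day, which the labels do not give.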
